A study of Rattus norvegicus with 14 samples. Its data were reported in "Divergence of RNA localization between rat and mouse neurons reveals the potential for rapid brain evolution" (2014).

How the data were processed

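Hippocampus and heart of Sprague–Dawley rats were profiled on Affymetrix rat expression arrays, which read each transcript with 1 or more probe sets of short oligonucleotides. The 14 arrays comprised 3 hippocampus and 3 heart samples from pups of 1 week, with 1 array each, and 2 hippocampus and 2 heart samples of male adult RNA of 10 weeks, with 2 technical arrays each. Samples were placed in groups by the tissue and age in their titles. The source names of the adult arrays number every array of a tissue as a separate biological replicate, unlike their titles, and the titles were followed. Pup tissue was extracted in the laboratory and adult RNA was purchased from a supplier, so age, source of RNA and any difference in preparation cannot be told apart. No source used here states that the adult samples of a tissue came from separate animals, and the methods name the adult rat in the singular, so that p-values involving them may measure only technical spread between samples of 1 animal.

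The authors summarized probe intensities per probe set with RMA 2.0, as named in the submitters' processing notes, using the upper decile of the probes, and deposited the values on a log2 scale. The log2 base was read from the array maxima, which lay between 15.94 and 15.99, at the top of the scanner's range. The methods also describe centring each array on its median and dividing by its 10th to 90th percentile range. The deposited values show neither step, since the array medians lay between 9.33 and 9.52 and the ranges between 6.25 and 6.46. Array medians were 9.33, 9.37 and 9.35 in hippocampus pups 1 to 3 and 9.44, 9.43 and 9.41 in heart pups 1 to 3. They were 9.41 and 9.39 for hippocampus adult 1, 9.35 and 9.40 for hippocampus adult 2, 9.49 and 9.52 for heart adult 1, and 9.44 and 9.39 for heart adult 2. Which background correction was applied is not given in the sources used here. Between 792 and 875 probe sets per array lay above 15, where differences are compressed. Array precision is limited by the number of arrays.

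Of 31099 probe sets, 57 controls were left out and 31042 were tested. Gene symbols came from the platform table: 20826 probe sets had 1 symbol, 436 had several and were not named, and 9780 had none listed. Gene identifiers of 20758 single-symbol probe sets were found in the gene table of the GRCr8 assembly, used for names only, and all had the same symbol there. For gene counts and lists, a gene was read by its probe set with the highest mean, which gave 14217 genes, 4525 of them with 2 or more probe sets.

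The technical arrays of an adult sample were averaged, which left 10 biological samples. All 4 groups were fitted together with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with 1 mean per group and no replicate block, leaving 6 residual and 3.55 prior degrees of freedom. Contrasts were hippocampus minus heart at each age, adult minus pup in each tissue, and the age difference in hippocampus minus that in heart, called the interaction. Values were Benjamini-Hochberg adjusted over the probe sets tested and called at 0.05, with counts also given at the study's 0.001. Gene lists for muscle, metabolism, cell types, blood and neighbouring tissues were tested with camera at its preset correlation of 0.01 and with an estimated correlation, and were adjusted over lists and contrasts together. All 46 list shifts called with the preset correlation were lost with the estimated one. Some of these lists had an estimated correlation under 0.01, and others lay well above it, such as oxidative phosphorylation (0.468). For myelin genes between pup tissues the estimate was −0.011, yet the unadjusted camera p went from 5.99e-09 to 0.000655. A higher correlation within the list therefore does not account for every loss, and the cause was not tested. Single quantities were compared by two-sided exact permutation tests.

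Genes were named by a rule: the 8 largest called differences per direction in each tissue and age contrast with no overlap between the groups' samples, and up to 4 called members of each list or, where none was called, its largest member. Symbols starting with LOC or RGD were left out. Design, lists, rule and most alternatives were fixed before the data were examined. Alternatives covered the scaling, the handling of technical arrays, a filter on dim probe sets, the samples in the fit, the methods' t-test, the replicate number as a block, other thresholds, other reads of a gene, and leaving out each biological sample. Where that left 1 sample in a group, it was assumed to vary like the other groups.

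The fit was tested on simulated data with known differences among the 31042 probe sets. For changes of 1, 2 and 3 on the log2 scale it recovered 10.4%, 83.6% and 98.5% between pup tissues and 2.99%, 49.3% and 90.9% between adult tissues. It recovered 2.99%, 67.2% and 89.4% for age in hippocampus and 5.97%, 68.7% and 95.5% for age in heart. For the interaction it recovered 0, 13.4% and 59.1%. Between 4 and 9 unchanged probe sets were called. In a simulated age contrast in heart over 14217 genes, all 10 lists shifted by 0.5 were called and 0 of the others. This result does not speak for lists whose genes vary together, such as ribosomal protein genes, with an estimated correlation of 0.471.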

Results

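Expression was measured in hippocampus and heart of 3 pup samples and 2 adult samples per tissue, a brain and a non-brain tissue at 2 ages. Mean array medians were 9.35 ± 0.02 in hippocampus pups, 9.43 ± 0.01 in heart pups, 9.41 ± 0.02 in hippocampus adults and 9.47 ± 0.06 in heart adults (log2, SD over samples, n = 3, 3, 2 and 2).

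Correlations were highest within a tissue. Pearson correlations across probe sets averaged 0.941 (0.922 to 0.951, 6 pairs) between adult and pup hippocampus and 0.930 (0.916 to 0.942, 6 pairs) between adult and pup heart. Hippocampus and heart correlated at 0.881 on average in pups (9 pairs) and at 0.887 in adults (4 pairs). Samples of 1 group correlated at 0.961 in hippocampus pups, 0.942 in heart pups, 0.968 in hippocampus adults and 0.963 in heart adults. These are correlations across genes, which are not independent replicates. The first principal component held 46.9% of the variance and separated the tissues, and the second held 16% and separated adults from pups. Among the 5% of genes with the highest levels (711 genes), 72.3% were shared by adult and pup hippocampus, 71.0% by adult and pup heart, 71.0% by the tissues of pups and 75.4% by the tissues of adults (5% for independent lists). The order of these shares changed with the setting: at 10% hippocampus ages shared most (82.6% against 80.9% for adult tissues), at 1% they shared least (33.8% against 68.3% for pup tissues), and without hippocampus adult 1 they shared 76.7% against 75.7%. In adult hippocampus, technical arrays of 1 sample correlated at 0.938, the same as arrays of different samples (0.938), and in adult heart at 0.959 and 0.943.

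**Figure D1:**
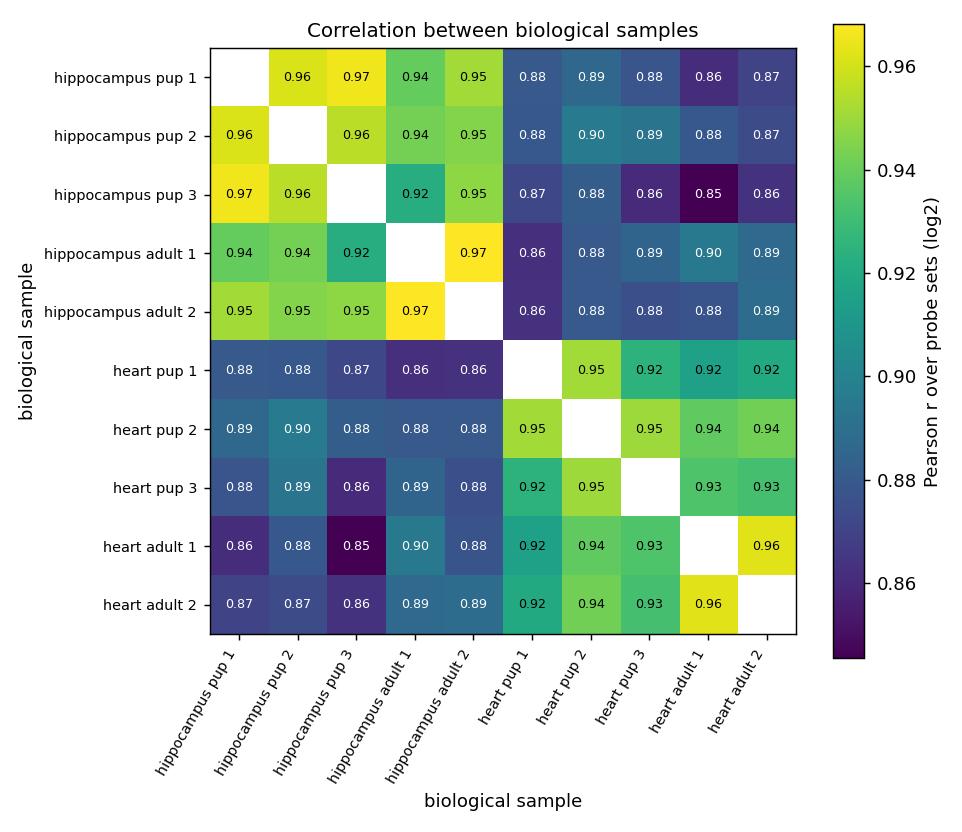
Pearson correlation across probe sets (log2 values, colour scale and numbers) for every pair of the 10 biological samples, grouped by tissue and age on both axes. Pairs within a tissue are above pairs between tissues, with means of 0.941 and 0.930 for adult against pup and 0.881 and 0.887 for hippocampus against heart.

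In pups, genes of the contractile apparatus and of oxidative energy supply were lower in hippocampus than in heart. *Tnnc1*, the calcium-binding troponin of cardiac muscle, was at 9.07 ± 0.40 in hippocampus and 15.34 ± 0.25 in heart (log2, mean ± SD, n = 3 each), a difference of −6.27 (SE 0.25, adjusted p = 4.16e-06). *Cox6a2* and *Cox8b*, the muscle forms of cytochrome c oxidase subunits, differed by −6.25 and −5.52. The other largest decreases were in *Acta1* (−5.83), *Myzap* (−5.75), *Myl3* (−5.68), the muscle creatine kinase *Ckmt2* (−5.66) and *Myom2* (−5.47). *Tnnc1* and *Cox8b* in heart lay above 15, near the top of the scale, where differences are compressed. The same held for *Aldoc* in hippocampus (15.04), named below. In the opposite direction, *Camk2a*, a kinase of the postsynaptic density, was at 14.85 ± 0.52 in hippocampus and 8.27 ± 0.33 in heart, a difference of 6.57 (SE 0.34, adjusted p = 6.19e-06). None of the 3 other *Camk2a* probe sets was called. *Elmod1* was higher in hippocampus by 7.70 (SE 0.41, adjusted p = 6.51e-06), followed by *Adam11* (7.14), *Tagln3* (6.37), the astrocyte aldolase *Aldoc* (6.19), *Nell2* (6.15), *Zcchc18* (6.01) and the myelin glycoprotein gene *Mag* (5.82). In heart *Elmod1* was at 4.96 and *Adam11* at 6.04, under the arrays' 10th percentiles of 7.09 to 7.26 and so not shown to be above background, which leaves the size and order of these differences uncertain.

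In pups the heart-related lists below were lower in hippocampus than in heart with the preset correlation. None of these shifts was called with an estimated correlation. Of 22 sarcomere genes measured, 0 were higher, 19 lower and 3 not called, against 1 higher and 19 lower adjusted over the list alone (median −4.31, camera adjusted p = 1.05e-14, adjusted p = 0.0878 with an estimated correlation). Among them *Ttn*, the giant sarcomere spring protein, differed by −5.24. Of 55 oxidative phosphorylation genes, 0 were higher, 41 lower and 14 not called, against 0 higher and 42 lower adjusted over the list alone (median −1.69, camera adjusted p = 1.05e-14, adjusted p = 0.353 with an estimated correlation), with *Atp5f1c* at −2.70 and *Sdhb* at −2.60. Of 28 fatty acid oxidation genes, 2 were higher, 18 lower and 8 not called, against 2 higher and 20 lower adjusted over the list alone (median −1.99, camera adjusted p = 4.71e-08, adjusted p = 0.0822 with an estimated correlation), including the carnitine transferase *Cpt1b* (−5.07) and the fatty acid transporter *Cd36* (−4.83). Of 37 extracellular matrix genes, 0 were higher, 19 lower and 18 not called, against 0 higher and 19 lower adjusted over the list alone (median −1.20, camera adjusted p = 1.84e-07, adjusted p = 0.125 with an estimated correlation), led by the fibrillar collagen *Col3a1* (−4.21) and periostin, *Postn* (−4.18). Genes of fetal cardiac isoforms had 0 of 13 higher and 10 lower (1 and 10 adjusted over the list alone), median −2.48, camera adjusted p = 0.00037, adjusted p = 0.097 with an estimated correlation, with the natriuretic peptide gene *Nppa* at −3.56. For cardiac calcium handling and conduction the result was 0 of 24 higher and 7 lower (0 and 7 adjusted over the list alone), median −0.59, camera adjusted p = 0.00419, adjusted p = 0.125 with an estimated correlation, with the calsequestrin gene *Casq2* at −4.09. Endothelial genes had 1 of 15 higher and 6 lower (1 and 8 adjusted over the list alone), median −0.84, camera adjusted p = 0.0159, adjusted p = 0.157 with an estimated correlation, among them *Tie1* (−2.75). In hippocampus *Cd36* (6.56) lay under the 10th percentile of the arrays, so the size of its difference is uncertain. In heart *Ttn* (15.42) and *Col3a1* (15.31) lay above 15, where differences are compressed.

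Several brain-related lists were higher in pup hippocampus, and others were not called. The hippocampal subfield list (5 of 19 higher and 3 lower (5 and 3 adjusted over the list alone), median 0.06, camera adjusted p = 0.493, adjusted p = 0.737 with an estimated correlation) and the microglia and macrophage list (2 of 19 higher and 4 lower (2 and 5 adjusted over the list alone), median −0.42, camera adjusted p = 0.382, adjusted p = 0.545 with an estimated correlation) were not shifted past the threshold. Nor were oligodendrocyte precursor genes (median 0.42, camera adjusted p = 0.0607) and thalamus, habenula and striatum genes (median −0.29, camera adjusted p = 0.556). Of 34 glutamate receptor and postsynaptic genes, 17 were higher, 2 lower and 15 not called, against 18 higher and 3 lower adjusted over the list alone (median 1.09, camera adjusted p = 1.64e-07, adjusted p = 0.125 with an estimated correlation), including the receptor subunit *Gria2* (5.40). Of 29 synaptic vesicle genes, 13 were higher, 0 lower and 16 not called, against 14 higher and 1 lower adjusted over the list alone (median 0.76, camera adjusted p = 1.88e-05, adjusted p = 0.201 with an estimated correlation), with the fusion protein gene *Snap25* at 5.37 and the vesicular glutamate transporter *Slc17a7* at 4.41. Of 24 myelin and oligodendrocyte genes, 13 were higher, 0 lower and 11 not called, against 15 higher and 1 lower adjusted over the list alone (median 1.26, camera adjusted p = 1.46e-07, adjusted p = 0.0822 with an estimated correlation), with *Mobp* at 5.13 and myelin basic protein, *Mbp*, at 4.73. Astrocyte genes had 10 of 21 higher and 1 lower (12 and 1 adjusted over the list alone), median 1.11, camera adjusted p = 2.56e-05, adjusted p = 0.125 with an estimated correlation, with *S100b* at 4.92. Interneuron and GABA genes had 12 of 25 higher and 0 lower (13 and 0 adjusted over the list alone), median 0.62, camera adjusted p = 1.87e-05, adjusted p = 0.155 with an estimated correlation, with somatostatin, *Sst*, at 4.60 and *Gad1*, which makes GABA, at 4.46. Genes of immature neurons and progenitors had 18 of 35 higher and 0 lower (19 and 0 adjusted over the list alone), median 0.72, camera adjusted p = 2.52e-05, adjusted p = 0.0822 with an estimated correlation, with the growth cone gene *Gap43* at 3.45 and *Tubb3* at 2.81, although another *Tubb3* probe set was called in the opposite direction. The interneuron median was 1.00 without heart pup 3. In heart *Sst* (7.09) and *Gad1* (7.03) lay under the 10th percentile of the arrays, so the size of their differences is uncertain. In hippocampus *Mbp* (15.79) and *Snap25* (15.10) lay above 15, near the top of the scale, where differences are compressed. Another probe set each of *Slc17a7*, *Gad1* and *Gap43* was not called. Other probe sets of *Gria2* and *Mobp* were called in the same direction.

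Across pup probe sets, 7486 of 31042 (24.1%) differed between tissues, 3659 higher and 3827 lower in hippocampus, and these covered 3609 genes. The balance turned with the scaling, to 3908 higher and 3243 lower after quantile normalization and 3923 and 3184 after range scaling. At the study's threshold of 0.001, 1615 were called, 1015 higher and 600 lower. The methods' t-test on the same samples called 4210 at an adjusted p of 0.05, and limma called 3662 among the brighter probe sets. Where a called gene had other probe sets, 895 of 1504 of these (59.5%) pointed the same way, against 51.6% for genes not called. All 16 of the largest genes kept their calls in each of the 10 fits that left out a sample. Of the 108 further list members called, 90 did.

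**Figure D2:**
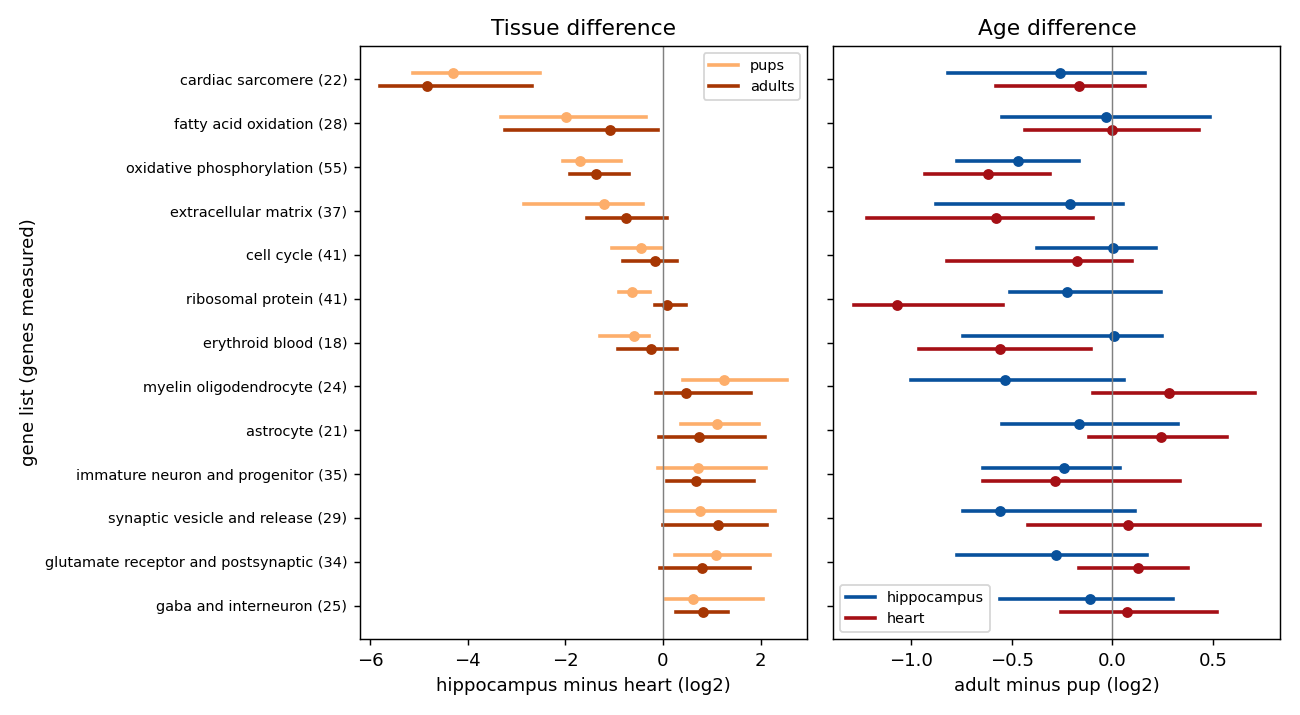
Median (point) and 25th to 75th percentile (line) of the log2 differences of the genes in each list, with the number of genes measured, for hippocampus minus heart in pups and adults (left) and adult minus pup in hippocampus and heart (right). Sarcomere genes have the lowest tissue medians, −4.31 and −4.83, and ribosomal protein genes the lowest age median, −1.07 in heart.

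In adults, the same comparison gave the largest decreases in sarcomere genes. *Tnnt2*, cardiac troponin T, was at 8.23 ± 0.21 in hippocampus and 15.33 ± 0.10 in heart (n = 2 each), a difference of −7.10 (SE 0.67, adjusted p = 0.000205). The myosin heavy chains *Myh7* and *Myh6* differed by −6.91 (SE 0.59, adjusted p = 0.000132) and −6.39, *Tnnc1* by −6.54, *Cox8b* by −6.49, *Ckmt2* by −6.02, *Myom2* by −5.83 and *Myl3* by −5.79. In adult heart *Myh6* was at 15.84 ± 0.03, beside array maxima of 15.94 to 15.99, and *Tnnt2* and *Cox8b* also lay above 15, where differences are compressed, so their order by size is uncertain. *Elmod1* was higher in hippocampus by 8.44 (SE 0.50, adjusted p = 5.89e-05). The secretory granule gene *Scg2* (5.83), the dendritic microtubule protein gene *Map2* (5.75), *Nell2* (5.69), the neuronal ubiquitin hydrolase *Uchl1* (5.60), *Adam11* (5.56), *Edil3* (5.39) and *Pcsk1n* (5.37) followed. In heart *Elmod1* (3.83), *Map2* (4.99), *Edil3* (6.27), *Adam11* (6.92), *Pcsk1n* (7.05) and *Nell2* (7.08) lay under the 10th percentile of the arrays, so the size and order of their differences are uncertain. Another probe set each of *Tnnt2*, *Myh7*, *Myh6* and *Map2* was not called.

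Of 22 sarcomere genes in adults, 1 was higher, 19 lower and 2 not called, against 1 higher and 20 lower adjusted over the list alone (median −4.83, camera adjusted p = 7.01e-16, adjusted p = 0.0822 with an estimated correlation). Of 55 oxidative phosphorylation genes, 1 was higher, 33 lower and 21 not called, against 1 higher and 38 lower adjusted over the list alone (median −1.38, camera adjusted p = 2.23e-13, adjusted p = 0.365 with an estimated correlation). Fatty acid oxidation genes had 0 of 28 higher and 13 lower (0 and 15 adjusted over the list alone), median −1.10, camera adjusted p = 2.74e-07, adjusted p = 0.0822 with an estimated correlation, with lipoprotein lipase, *Lpl*, at −4.75. Extracellular matrix genes had 0 of 37 higher and 14 lower (0 and 14 adjusted over the list alone), median −0.77, camera adjusted p = 0.000449, adjusted p = 0.242 with an estimated correlation, with *Col1a1* at −4.05. Fetal cardiac isoforms had 0 of 13 higher and 6 lower (0 and 8 adjusted over the list alone), median −1.43, camera adjusted p = 0.00165, adjusted p = 0.125 with an estimated correlation. Calcium handling and conduction genes had 0 of 24 higher and 6 lower (0 and 7 adjusted over the list alone), median −0.56, camera adjusted p = 0.026, adjusted p = 0.164 with an estimated correlation. Antigen presentation and interferon genes had 0 of 22 higher and 6 lower (0 and 6 adjusted over the list alone), median −0.63, camera adjusted p = 0.00377, adjusted p = 0.125 with an estimated correlation, with the invariant chain gene *Cd74* at −2.78.

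Of 34 glutamate receptor and postsynaptic genes in adults, 14 were higher, 2 lower and 18 not called, against 15 higher and 2 lower adjusted over the list alone (median 0.80, camera adjusted p = 0.000113, adjusted p = 0.212 with an estimated correlation), with *Camk2a* at 5.16 and the scaffold gene *Shank2* at 4.37. Of 29 synaptic vesicle genes, 13 were higher, 3 lower and 13 not called, against 14 higher and 4 lower adjusted over the list alone (median 1.13, camera adjusted p = 0.00128, adjusted p = 0.31 with an estimated correlation), with *Sv2b* at 4.65 and a median of 0.70 without hippocampus adult 1. Interneuron and GABA genes had 9 of 25 higher and 0 lower (11 and 0 adjusted over the list alone), median 0.81, camera adjusted p = 0.000136, adjusted p = 0.2 with an estimated correlation. Immature neuron and progenitor genes had 13 of 35 higher and 0 lower (13 and 0 adjusted over the list alone), median 0.68, camera adjusted p = 0.000149, adjusted p = 0.0822 with an estimated correlation, with the glial fatty acid binding protein gene *Fabp7* at 4.95. Astrocyte genes had 9 of 21 higher and 0 lower (10 and 2 adjusted over the list alone), median 0.74, camera adjusted p = 0.00193, adjusted p = 0.2 with an estimated correlation. Myelin genes had 10 of 24 higher and 2 lower (10 and 3 adjusted over the list alone), median 0.48, camera adjusted p = 0.00699, adjusted p = 0.125 with an estimated correlation, with *Mbp* at 4.56 and *Mag* at 4.13. In heart *Shank2* (6.495) and *Fabp7* (6.668) lay under the 10th percentile of the arrays, so the size of their differences is uncertain. None of the other probe sets of *Camk2a*, *Shank2* and *Sv2b* was called, while another of *Mbp* was called in the same direction.

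In adults 6052 probe sets (19.5%, 2863 higher and 3189 lower in hippocampus) were called, covering 2855 genes, and 811 passed 0.001. The balance turned here too, to 2974 higher and 2839 lower after quantile normalization and 3024 and 2770 after range scaling. With a single sample left in 1 adult group the count fell to 2876 without hippocampus adult 2, 3406 without hippocampus adult 1, 3415 without heart adult 1 and 3852 without heart adult 2. The methods' t-test on the same samples called 3, and limma called 2816 among the brighter probe sets, 10300 with all arrays as independent samples and 9176 with the biological sample as a random block. Of the calls, 2042 were higher in hippocampus at both ages, where independent lists would share 337, and 1911 were lower at both ages (393 for independent lists). A further 21 were higher in hippocampus in pups and lower in adults, and 13 the other way round. The tissue differences at the 2 ages, which share no samples, correlated at 0.722 across probe sets. Other probe sets of genes called in adults pointed the same way in 696 of 1172 cases (59.4%), against 52.4% for genes not called. All 16 of the largest genes kept their calls in each of the 10 fits that left out a sample. Of the 99 further list members called, 71 did, and the *Cd74* call was lost in 3 of the fits.

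The age comparison in hippocampus asked how far expression changed between 1 and 10 weeks. The largest decreases in adults were in *Trim11* (−3.75), in *Incenp*, a subunit of the chromosomal passenger complex of dividing cells (−3.52), and in *Mobp*, a structural protein gene of compact myelin. *Mobp* was at 11.42 ± 0.20 in adults and 14.51 ± 0.59 in pups (n = 2 and 3), a difference of −3.09 (SE 0.39, adjusted p = 0.0202). *Neto2*, an auxiliary subunit of kainate receptors, fell by 2.88, *Plpbp* by 2.85, *Lrrc75a* by 2.74, *Slc51a* by 2.72 and *Fam111a* by 2.68. Increases were largest in *Naa16* (3.61), *Foxk1* (3.43), *Asxl3* (3.30), *Dcdc2* (3.29), *Stard6* (3.20), *Inpp5k* (3.18), the small Maf transcription factor *Maff* (3.15) and *Tent5b* (3.05). Among list members, the macrophage gene *Aif1* rose by 2.32 and the class II antigen gene *RT1-Da* by 2.15, and the kainate receptor *Grik1* rose by 1.44 while the AMPA receptor *Gria4* fell by 1.65. In pups *Grik1* (6.38) lay under the 10th percentile of the arrays and *Gria4* (15.37) above 15, so the size of both changes is uncertain. *Incenp* also lay above 15 in hippocampus pups 1 and 2 (15.08 and 15.20). The cell cycle list by age in hippocampus was not called (0 of 41 higher and 0 lower (0 and 1 adjusted over the list alone), median 0.003, camera adjusted p = 0.701). The fall of *Incenp* was therefore not shared by that list.

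Of 24 myelin and oligodendrocyte genes, 0 were higher, 2 lower and 22 not called, against 0 higher and 4 lower adjusted over the list alone (median −0.53, camera adjusted p = 0.00769, adjusted p = 0.125 with an estimated correlation). The called members were *Mobp* and *Opalin*, a glycoprotein gene of myelinating oligodendrocytes (−1.49). Of 55 oxidative phosphorylation genes, 0 were higher, 1 lower and 54 not called, against 0 higher and 3 lower adjusted over the list alone (median −0.47, camera adjusted p = 2.1e-05, adjusted p = 0.651 with an estimated correlation), the called one being the ATP synthase gene *Atp5pd* (−1.59). The median of this list was −0.27 without hippocampus adult 1. Extracellular matrix genes had 0 of 37 higher and 0 lower (0 and 1 adjusted over the list alone), median −0.21, camera adjusted p = 0.0477, adjusted p = 0.506 with an estimated correlation, and the largest value was that of *Col1a1*, which was not called (−3.08, adjusted p = 0.0515). Skeletal muscle genes had 0 of 19 higher and 0 lower (0 and 0 adjusted over the list alone), median 0.45, camera adjusted p = 0.048, adjusted p = 0.212 with an estimated correlation. The matrix median was −0.51 without hippocampus adult 1, −0.34 without hippocampus adult 2 and −0.34 without hippocampus pup 2. Some heart muscle genes were also higher in pup than in adult hippocampus without being called: *Myh6* was at 12.11 ± 1.33 and 9.45 ± 0.22, *Tnnt2* at 10.21 ± 1.38 and 8.23 ± 0.21 and *Cox8b* at 9.82 ± 0.84 and 8.62 ± 0.04 (n = 3 and 2, limma adjusted p = 0.0753, 0.147 and 0.175), genes singled out after their values were seen. Others went the other way, with *Hrc* of the calcium handling list at 8.20 ± 0.41 and 9.35 ± 0.25 and *Cox6a2* at 8.70 ± 0.54 and 9.40 ± 0.48. The calcium handling list had a median of 0.23 and was not called (camera adjusted p = 0.166). Of its 24 genes, 0 were called higher and 1 lower (4 and 2 adjusted over the list alone). The called gene was *Gja5*, at 13.05 ± 0.16 in pup and 11.01 ± 0.14 in adult hippocampus (difference −2.04, limma adjusted p = 0.033). In heart pups *Gja5* was at 12.57 ± 0.48. The sarcomere list by age in hippocampus was not called (0 of 22 higher and 0 lower (0 and 1 adjusted over the list alone), median −0.26, camera adjusted p = 0.166, adjusted p = 0.671 with an estimated correlation). The matrix call was lost without hippocampus pup 1 or hippocampus adult 2, and the skeletal muscle call was lost in 7 of the 10 fits that left out a sample. The matrix call was also lost after quantile normalization (camera adjusted p = 0.0527), after range scaling (0.0503) and with the mean of a gene's probe sets (0.0889), and the skeletal muscle call after range scaling (0.0525). The synaptic vesicle list was not called (median −0.56, camera adjusted p = 0.0714), nor was the immature neuron list (median −0.24, camera adjusted p = 0.246).

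In hippocampus 255 probe sets (0.821%, 162 higher and 93 lower in adults) were called, covering 112 genes, and with limma 0 passed 0.001, against 5664 at an unadjusted p under 0.05. The count was 4 without hippocampus pup 3, 7 without hippocampus adult 1, 31 without hippocampus adult 2, 64 and 97 without hippocampus pups 1 and 2, 99 without heart pup 2 and 123 without either heart adult. None of the 16 largest genes and none of the 8 further list members called kept its call in every fit that left out a sample. The *Opalin* and *Gria4* calls were lost in 8 of the 10 fits, *Atp5pd* in 7, *Grik1* and *RT1-Da* in 6 and *Mobp* and *Aif1* in 3. The methods' t-test on the same samples called 1, and limma called 87 with only the compared groups, 107 among the brighter probe sets and 0 with the replicate number as a block. The excess of higher calls turned to 29 higher and 35 lower without hippocampus pup 1, to 748 and 782 with all arrays as independent samples and to 527 and 593 with the biological sample as a random block. Bacterial transcripts added in fixed amounts before hybridization also differed with age over both tissues, and age cannot be told apart from the source of the RNA. The BioB control was at 7.58 ± 0.28 in 4 adult and 10.57 ± 0.35 in 6 pup samples (difference −2.995, exact permutation p = 0.00476, the smallest the 210 arrangements allow, adjusted p = 0.0190 over 8 measures). A difference in the same direction was seen for BioC (−0.96), BioD (−1.06) and Cre (−1.31), with adjusted exact permutation p of 0.0254, 0.0444 and 0.0190. The 3′ minus 5′ signal of *Gapdh*, a measure of how intact the labelled RNA was, was higher in adults (0.677 ± 0.213 against 0.246 ± 0.213 in pups, adjusted exact permutation p = 0.0381), as was 5S ribosomal RNA (difference 1.04, adjusted exact permutation p = 0.0444). The labelling controls (0.20) and the 3′ minus 5′ signal of actin (−0.46) did not pass, with adjusted exact permutation p of 0.190 and 0.367.

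In heart, the genes lower in adults included matrix genes, and a myosin gene was among the higher ones. *Postn*, a matrix protein of developing heart valves and fibroblasts, was at 7.25 ± 0.18 in adults and 11.65 ± 0.25 in pups (n = 2 and 3), a difference of −4.41 (SE 0.26, adjusted p = 0.000231). *Fam111a*, a protease gene tied to DNA replication, fell by 6.01 (SE 0.29, adjusted p = 7.66e-05) and the lipoxygenase gene *Alox15* by 4.84. *Sv2b* fell by 4.97, *Ddx28* by 3.74, *Incenp* by 3.66, *Mcmbp*, which binds the replication helicase, by 3.04 and the transferrin receptor gene *Tfrc* by 3.04. *Myh7*, the slow myosin heavy chain, rose by 4.22 (SE 0.54, adjusted p = 0.00804), although another *Myh7* probe set was not called. *Myh6*, the fast one, was at 15.84 ± 0.03 in adults and 15.95 ± 0.01 in pups, at the top of the scale. Other increases were in the natural killer receptor gene *Ly49s7* (2.93), *Mettl15* (2.77), *Maff* (2.67), *Entpd8* (2.67), *Sigirr* (2.56), *Dpysl5* (2.52) and *Btnl9* (2.42). In pups *Dpysl5* (6.34) and *Btnl9* (6.72) lay under the 10th percentile of the arrays, so the size of their differences is uncertain. *Postn* in adult heart (7.25) lay within the range of those arrays' 10th percentiles, 7.20 to 7.26. It was not shown to be above background there, so the size of its fall is uncertain too.

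Of 37 extracellular matrix genes in heart, 0 were higher, 9 lower and 28 not called, against 0 higher and 11 lower adjusted over the list alone (median −0.58, camera adjusted p = 1.95e-06, adjusted p = 0.155 with an estimated correlation), including the collagens *Col4a2* (−2.16), *Col3a1* (−2.13) and *Col1a2* (−1.85). Of 41 cell cycle genes, 1 was higher, 4 lower and 36 not called, against 2 higher and 8 lower adjusted over the list alone (median −0.17, camera adjusted p = 0.0346, adjusted p = 0.362 with an estimated correlation). The mitotic genes *Ccnb2* (−2.39), *Cdk1* (−1.88) and *Bub1* (−1.84) fell, and the mitotic kinesin *Kif23* rose by 1.81. Of 41 ribosomal protein genes, 0 were higher, 4 lower and 37 not called, against 0 higher and 23 lower adjusted over the list alone (median −1.07, camera adjusted p = 5.75e-11, adjusted p = 0.365 with an estimated correlation), among them *Rps28* (−1.94) and *Rps24* (−1.58). Of 55 oxidative phosphorylation genes, 0 were higher, 2 lower and 53 not called, against 0 higher and 5 lower adjusted over the list alone (median −0.62, camera adjusted p = 1.46e-07, adjusted p = 0.548 with an estimated correlation), the called ones being *Cox7c* (−1.38) and *Cox6c* (−1.20). The median of this list was −0.29 without heart adult 1 and −0.95 without heart adult 2, and that of the matrix list −0.32 without heart adult 2. Erythroid genes had 0 of 18 higher and 2 lower (0 and 4 adjusted over the list alone), median −0.56, camera adjusted p = 0.00196, adjusted p = 0.133 with an estimated correlation, with the haem synthesis gene *Alas2* at −2.06. Lung and liver genes had 0 of 18 higher and 0 lower (1 and 0 adjusted over the list alone), median 0.32, camera adjusted p = 0.0437, adjusted p = 0.208 with an estimated correlation. The cell cycle median was −0.33, −0.08 and −0.29 without heart pups 1, 2 and 3 and −0.30 without heart adult 2. Its call was lost without heart pup 2 or heart adult 2, and that of the lung and liver list without any 1 of the 5 heart samples and with the mean of a gene's probe sets (camera adjusted p = 0.281). Sarcomere genes as a list were not called (median −0.17, mean 0.03, camera adjusted p = 0.721), the median and mean differing in sign. In heart pups *Col3a1* was at 15.31, above 15, where differences are compressed.

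**Figure D3:**
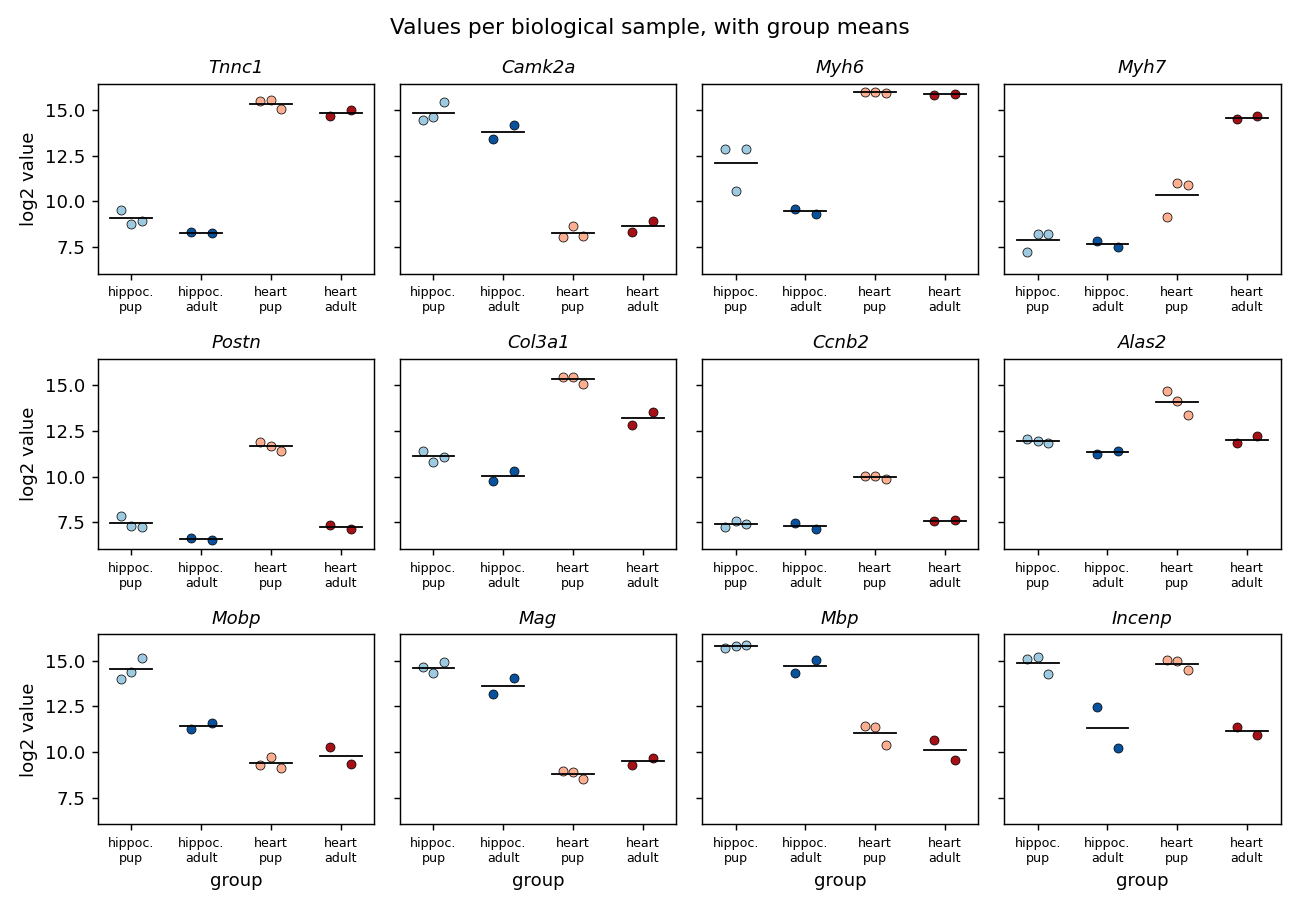
Log2 values of 12 genes in each biological sample (points) by group on the horizontal axis, with the group mean (line), n = 3 for pups and 2 for adults, some genes chosen after their values were seen. *Postn* and *Ccnb2* are higher in heart pups (11.65 and 9.99) than in heart adults (7.25 and 7.60), and *Mobp* is higher in hippocampus pups (14.51) than in hippocampus adults (11.42).

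In heart 1015 probe sets (3.27%, 636 higher and 379 lower in adults) were called, covering 473 genes, and 3 passed 0.001, all lower. The count was 15 without heart adult 2, 123 without heart adult 1, 366 and 569 without heart pups 2 and 1, 506 without either hippocampus adult and 530 without hippocampus pup 1. The excess of higher calls turned to 5 higher and 10 lower without heart adult 2 and to 0 and 3 with only the compared groups in the fit, and among the brighter probe sets it was 111 and 105. The methods' t-test on the same samples called 1, and limma called 109 with the replicate number as a block, 2701 with all arrays as independent samples and 2224 with the biological sample as a random block. *Fam111a*, *Alox15*, *Postn*, *Tfrc* and *Ly49s7* kept their calls in each of the 10 fits that left out a sample, and the other 11 of the 16 largest genes did not. Of the 33 further list members called, 1 kept its call in each of those fits (*Ccnb2*). The *Cox7c* call was lost in 10 of them, *Cox6c* and *Col1a2* in 9, *Rps28* in 8 and *Rps24* in 7. With only the compared groups *Fam111a*, *Alox15* and *Postn* were called, and *Tfrc* and *Ly49s7* were not. Within heart the BioB control was at 7.80 ± 0.20 in adults and 10.71 ± 0.21 in pups, and the 3′ minus 5′ signal of *Gapdh* at 0.732 ± 0.327 and 0.309 ± 0.232 (n = 2 and 3). Other probe sets of the genes called by age pointed the same way in 92 of 198 cases in heart (46.5%) and in 28 of 46 in hippocampus (60.9%). For genes not called by age these shares were 50.9% in heart and 49.5% in hippocampus.

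Some genes changed with age in both tissues. In adults 26 probe sets were higher in both, where independent lists would share 3.32, and 28 were lower in both (1.14 for independent lists), with 0 called in opposite directions. The age differences of the 2 tissues, which share no samples, correlated at 0.354 across probe sets. The 26 genes among them included *Incenp* (−3.52 in hippocampus and −3.66 in heart), *Fam111a* (−2.68 and −6.01), *Alox15* (−1.73 and −4.84) and the prokineticin receptor gene *Prokr1* (−2.60 and −2.33). *Maff* (3.15 and 2.67), *RT1-Da* (2.15 and 1.48) and the extracellular superoxide dismutase gene *Sod3* (1.96 and 1.88) were higher in adults in both. The *RT1-Da* call in heart was lost in 9 of the 10 fits that left out a sample, with a value of 0.90 without heart adult 2. The *Maff* call in heart was lost in 8 of these fits and that of *Incenp* in 2. Of the genes named here, *Prokr1* and *Sod3* were chosen after their values were seen. Other probe sets of the 26 genes went in the called direction in both tissues in 2 of 9 cases (22.2%).

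Few probe sets were called for an age difference that itself differed between tissues. In the simulated data this contrast recovered 0, 13.4% and 59.1% of changes of 1, 2 and 3. The low count therefore does not show that such differences were few. The interaction called 24 probe sets (0.0773%, 9 higher and 15 lower), covering 15 genes, and 0 genes were called in it and in opposite directions by age in the 2 tissues. With limma 3614 probe sets had an unadjusted p under 0.05 in the interaction. *Postn* fell in heart and was at −0.88 in hippocampus, with an interaction of 3.53 (adjusted p = 0.0428), and *Ccnb2*, at −0.12 in hippocampus, had 2.27 (adjusted p = 0.0475). The level of *Postn* in adult hippocampus, 6.60, was too low to be shown above background. The size of its −0.88 and of its interaction is therefore uncertain. The myelin list was lower in the interaction (median −0.89, 0 were higher, 0 lower and 24 not called, against 0 higher and 5 lower adjusted over the list alone, camera adjusted p = 0.000131, adjusted p = 0.0822 with an estimated correlation). Ribosomal protein genes as a list were higher in it, with 0 of 41 higher and 0 lower (0 and 0 adjusted over the list alone), median 0.74, camera adjusted p = 1.47e-07, adjusted p = 0.506 with an estimated correlation, and a median of 0.46 without heart adult 1. No probe set was called when any 1 sample was left out, and after range scaling 3 were called, 66.7% of them higher against 37.5% before.

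Genes that the study had examined in dendrites, chosen on other samples, were read as well. In its in situ panel, 6 genes were measured, and between tissues only *Olfm1*, a secreted neuronal glycoprotein gene, was called, at 4.50 in pups and 4.23 in adults. Its list results were 1 of 6 higher and 0 lower (1 and 0 adjusted over the list alone), median −0.36, camera adjusted p = 0.924, adjusted p = 0.958 with an estimated correlation in pups and 1 of 6 higher and 0 lower (1 and 0 adjusted over the list alone), median 0.13, camera adjusted p = 0.521, adjusted p = 0.744 with an estimated correlation in adults, with the pup median and mean (0.34) differing in sign. No member was called by age with limma. Its dendritic genes had 5 of 18 higher and 0 lower (5 and 0 adjusted over the list alone), median 0.10, camera adjusted p = 0.294, adjusted p = 0.461 with an estimated correlation in pups and 4 of 18 higher and 1 lower (4 and 3 adjusted over the list alone), median −0.01, camera adjusted p = 0.488, adjusted p = 0.651 with an estimated correlation in adults, where the median and mean (0.50) differ in sign. Higher in hippocampus were at both ages *Camk2b* (5.06 in pups), the small GTPases *Rab15* (4.91 in pups and 3.35 in adults) and *Rab3a* (2.21 and 2.13), and the kinase *Camkk1* (1.36 and 3.34). The *Camkk1* call in pups was lost in 6 of the 10 fits that left out a sample, and the *Rab3a* call in adults in 2. Other probe sets of *Camk2b* at both ages and of *Rab15* in pups were not called. Another of *Rab3a* at both ages and of *Rab15* in adults was called in the same direction. By age, 0 of the 18 dendritic genes were called in either tissue with limma, with 1 lower in hippocampus when adjusted over the list alone.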

Values the study reported

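For rats, the study reported average pairwise correlations of 0.93 between adult and pup hippocampus and 0.92 between adult and pup heart. At a false discovery rate below 0.1% it found no significant differences between adult and pup rats. It described 4 biological replicates for each tissue.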

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

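The tests of other probe sets, of an exchange of arrays, of the hybridization controls, and of scaling and single samples for the ribosomal protein genes were chosen after the results had been seen, as was the criterion on random lists for the myelin genes. Those of other hippocampus-enriched genes, of matched random lists and of other splits of the pup samples were set beforehand.

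Results are listed here because a test of the interaction, the age difference in hippocampus minus that in heart, was passed. It was −4.15 for *Lrrc75a* (adjusted p = 0.0487), −2.99 for *Ly49s7* (0.0428), 2.27 for *Ccnb2* (0.0475), 3.11 for *Alox15* (0.0428), 3.34 for *Fam111a* (0.0459) and 3.53 for *Postn* (0.0428), and these calls were lost when any 1 sample was left out and under the replicate block. Among the brighter probe sets, which hold *Lrrc75a*, *Alox15* and *Fam111a* but not the other 3, those calls were lost as well. The level of *Postn* in adult hippocampus, 6.60, was not shown to be above background, so the size of its interaction is uncertain. Among gene lists, the median interaction was −0.89 for myelin (camera adjusted p = 0.000131), 0.742 for ribosomal protein genes (1.47e-07), 0.348 for extracellular matrix (0.00921), −0.23 for glutamate receptor and postsynaptic genes (0.0477) and 0.504 for erythroid genes (0.0437). With an estimated correlation they had, in this order, adjusted p = 0.0822, 0.506, 0.365, 0.506 and 0.242. Without 1 sample the matrix median was 0.156 (hippocampus adult 1) or 0.215 (heart adult 2), the postsynaptic one −0.37, −0.13, −0.35 or −0.44 (hippocampus pups 2 and 3, heart pup 2, hippocampus adult 2) and the ribosomal one 0.457 (heart adult 1). The matrix call was lost without heart pup 1, that of the postsynaptic genes without 6 of the samples and that of the erythroid genes without 4. Reading a gene by the mean of its probe sets also ended the last 2 calls (camera adjusted p = 0.134 and 0.0791). No array stood far from the others in the 6 sets of 4 arrays looked at. Among biological samples, heart pup 3 correlated at 0.950 with heart pup 2 but at 0.925 with heart pup 1. The latter was below its 0.934 and 0.932 with heart adults 1 and 2. On the third principal component heart pup 3 lay at −84.49, where the other samples lay between −35.41 and 46.93.

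The myelin list was lower in adult than in pup hippocampus, with 2 of 24 genes called, a median of −0.53 (−1.05 for its 8 hippocampus-enriched members) and adjusted p = 0.125 with an estimated correlation. A weaker hippocampus-specific signal on the adult arrays was argued against as the whole cause: 385 other hippocampus-enriched genes had a median of −0.49, above the upper quartile of the 8 enriched myelin genes (−0.80), and 0.26% of 10000 random lists of such genes lay as low, although 301 of the 385 were lower and part of the fall may be shared. An exchange of pup and adult hippocampus arrays after hybridization was argued against, since 0 of the hippocampus samples had a BioB level nearer to the hearts of the other age. The BioB level cannot show an exchange of RNA made before this control was added. Such an earlier exchange was not tested and stayed open. Probe sets that read something else stayed open, because 3 of the 4 other enriched probe sets of these genes (75%) were lower in adults, with *Mobp* at −1.66 and *Mbp* at 0.19. Age and the different source of adult RNA stayed open and were not tested apart.

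The ribosomal protein list was lower in adult than in pup heart, with 4 of 41 genes called, a median of −1.07 and adjusted p = 0.365 with an estimated correlation. Scaling between arrays was argued against, with −1.11 after quantile normalization, and so was a single heart sample, with a highest median of −0.78 without any 1 of them. A general loss of bright signal was argued against too, because random lists matched on level had a median of −0.059 (−0.30 to 0.20 over the middle 95% of lists) and 0% of 10000 lay as low. Age and the source of the RNA stayed open.

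Genes called by age in both tissues in 1 direction may partly rest on single probe sets, since 22.2% (2 of 9) of their other probe sets went the same way in both tissues. For genes not called by age, 49.5% in hippocampus and 50.9% in heart went the same way in that tissue alone. A share for both tissues at once was not worked out for them. With 9 probe sets the 22.2% is weak evidence. A difference in preparation and hybridization between pup and adult RNA cannot be told apart from age, since the BioB control itself differed by −2.995 and every adult sample belonged to the purchased RNA. Age itself was not tested apart from these.

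Between the tissues of pups, the real arrangement of the 6 samples called 7486 probe sets and the highest of the other 9 splits called 4. Only 1 of the 10 splits gave as many, and 10 splits are too few for a share under 0.05.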

How the results depend on the processing

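Range scaling for gene lists and leaving out samples for lists, profile correlations and top overlaps were chosen after seeing the data. No named gene or list that was called reversed its direction under any alternative run. Of the called probe sets, 6845 of 7486 in pups, 5653 of 6052 in adults, 180 of 255 for age in hippocampus and 944 of 1015 for age in heart were called in the same direction after quantile normalization. The deposited table holds no detection calls, so dim probe sets could not be told from absent transcripts, and values near the top of the scale are compressed.

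Counts are given for pup tissues, adult tissues, age in hippocampus, age in heart and the interaction, in that order where all are named. With 1 probe set per gene, by construction fewer tests, they were 3697, 2897, 110 and 479 for the first 4. With only the brighter probe sets, they were 3662, 2816, 107, 216 and 0, where 3930, 3106, 154, 502 and 9 of the same probe sets were called in the fit to all, so that leaving out probe sets accounts for only part of the fall and the cause of the rest was not tested. At an adjusted p of 0.001, a stricter threshold, limma gave 1615, 811, 0, 3 and 0, against 11305, 9980, 5664, 6422 and 3614 at an unadjusted p under 0.05. With all 14 arrays treated as independent samples, which counts technical arrays as replicates, the last 4 were 10300, 1530, 2701 and 501, and with the biological sample as a random block 9176, 1120, 2224 and 350. With only the compared groups in the fit, and so fewer samples, the age counts were 87 in hippocampus and 3 in heart. The methods' t-test on the same samples gave 4210, 3, 1 and 1 for the first 4, and with all arrays at the study's rate 1, 864, 0 and 0. After range scaling the interaction count was 3, and the share that was higher went from 37.5% to 66.7%. For the t-test and range scaling the cause was not tested.

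The replicate number as a block gave 0 for age in hippocampus, 109 for age in heart and 0 for the interaction with limma. Nothing in the labels pairs samples by number. Deviations from the group means of samples with the same number correlated at 0.07, −0.02 and −0.21 between pup tissues, at 0.04 and −0.24 between hippocampus ages and at −0.04 and 0.05 between heart ages, and not every sample there correlated best with its own number. Between adult tissues both numbers gave 0.28 and correlated best with their own, but with 2 samples a group the deviations mirror each other, so this is a single value. The calls lost under the block are not thereby weaker effects.

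Leaving out each biological sample gave counts of 5327 to 7191 in pups, 2876 to 6442 in adults, 4 to 364 for age in hippocampus, 15 to 945 for age in heart and 0 to 0 for the interaction, with fewer samples in each fit. Gene list shifts ranged from 42 to 49. Profile correlations ranged from 0.934 to 0.948 for hippocampus ages, 0.925 to 0.937 for heart ages, 0.876 to 0.885 for pup tissues and 0.883 to 0.891 for adult tissues. Top overlaps ranged from 62.7% to 76.7%, 65.4% to 73.0%, 67.1% to 71.6% and 67.7% to 75.8% in the same order. Where 1 sample was left in a group, it was assumed to vary like the others.

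Over the brighter probe sets the profile correlations were 0.874 for hippocampus ages, 0.867 for heart ages, 0.756 for pup tissues and 0.777 for adult tissues. With each array separately they were 0.927 for hippocampus ages, 0.921 for heart ages, 0.881 for pup tissues and 0.865 for adult tissues. By Spearman they were 0.863 for pup and 0.863 for adult tissues. Top overlaps at 1% were 33.8% for hippocampus ages, 60.6% for heart ages, 68.3% for pup tissues and 51.4% for adult tissues, and at 10% they were 82.6%, 79.96%, 77.1% and 80.9% in the order of the ranges. Over all probe sets the overlaps were 77.4%, 75.5%, 75.1% and 78.4% in that order. For these correlations and overlaps the cause was not tested. Gene list shifts fell from 46 to 0 with an estimated correlation. Of the 46, 5 were lost with the mean of a gene's probe sets, 2 after range scaling and 1 after quantile normalization.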

Other observations

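Between the tissues of pups, blood, immune and growth-related lists also shifted. Of 22 antigen presentation and interferon genes, 0 were higher, 11 lower and 11 not called, against 2 higher and 11 lower adjusted over the list alone (median −0.97, camera adjusted p = 0.00769, adjusted p = 0.125 with an estimated correlation). Of 41 cell cycle genes, 1 was higher, 9 lower and 31 not called, against 1 higher and 9 lower adjusted over the list alone (median −0.45, camera adjusted p = 0.0249, adjusted p = 0.345 with an estimated correlation), and the call was lost without hippocampus pup 1 or heart pup 2. Erythroid genes had 1 of 18 higher and 6 lower (2 and 6 adjusted over the list alone), median −0.60, camera adjusted p = 0.0315, adjusted p = 0.237 with an estimated correlation, a call lost without hippocampus pup 1 or heart pup 3. Ribosomal protein genes had 0 of 41 higher and 11 lower (1 and 15 adjusted over the list alone), median −0.63, camera adjusted p = 0.00141, adjusted p = 0.671 with an estimated correlation. Choroid plexus genes were higher in hippocampus (5 of 12 higher and 1 lower (5 and 1 adjusted over the list alone), median 0.45, camera adjusted p = 0.048, adjusted p = 0.515 with an estimated correlation), a call lost without hippocampus pup 1, heart pup 1 or 2, or either heart adult, and with the mean of a gene's probe sets (camera adjusted p = 0.0634).

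The other lists were called in no contrast, and the lowest camera adjusted p of each is given. It was for genes of oligodendrocyte precursor (0.0607 between pup tissues, median 0.42, 2 of 8 higher and 0 lower, 2 and 0 adjusted over the list alone), microglia and macrophage (0.0607 in the interaction, median 0.49, 0 of 19 higher and 0 lower, 0 and 0 adjusted over the list alone), smooth muscle and pericyte (0.0669 between pup tissues, median −0.71, 1 of 14 higher and 4 lower, 1 and 5 adjusted over the list alone) and thalamus, habenula and striatum (0.0707 by age in hippocampus, median 0.38, 1 of 14 higher and 0 lower, 2 and 0 adjusted over the list alone). For further lists it was for adipose (0.0806 between pup tissues, median −0.64, 0 of 15 higher and 4 lower, 0 and 4 adjusted over the list alone), glycolysis (0.132 by age in hippocampus, median −0.47, 0 of 20 higher and 0 lower, 0 and 0 adjusted over the list alone), hippocampal subfield (0.306 by age in hippocampus, median −0.09, 0 of 19 higher and 0 lower, 0 and 1 adjusted over the list alone) and immediate early (0.401 in the interaction, median −0.15, 0 of 26 higher and 0 lower, 0 and 1 adjusted over the list alone). The remaining ones were stress and heat shock (0.307 in the interaction, median −0.37, 0 of 17 higher and 0 lower, 0 and 0 adjusted over the list alone), B cell and plasma cell (0.408 between pup tissues, median −0.56, 0 of 6 higher and 1 lower, 0 and 2 adjusted over the list alone), thymus and T cell (0.661 by age in hippocampus, median 0.33, 0 of 13 higher and 0 lower, 1 and 1 adjusted over the list alone) and Y-linked and *Xist* (0.641 by age in hippocampus, median 0.72, 0 of 4 higher and 0 lower, 0 and 0 adjusted over the list alone).

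Values chosen after they were seen follow. *Eif2s3y*, a Y-linked gene, was at 5.75 in hippocampus pup 2 and 3.89 in heart pup 1 and between 8.72 and 9.91 in the other samples. *Xist*, the RNA of the inactive X chromosome, was at 13.25 in hippocampus pup 2, at 9.68 in heart pup 1 and between 8.74 and 10.10 in the other samples. For *Eif2s3y*, hippocampus pup 1 was at 9.91, far from heart pup 1, and heart pup 2 was at 9.41, far from hippocampus pup 2. Hippocampus and heart pup 3 were at 9.46 and 8.72. The adult RNA was male, and any difference in sex between pups and adults was not tested apart from age.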
